# Identifying circRNA-associated-ceRNA networks in the hippocampus of Aβ1-42-induced Alzheimer's disease-like rats using microarray analysis

**DOI:** 10.18632/aging.101427

**Published:** 2018-04-27

**Authors:** Zhe Wang, Panpan Xu, Biyue Chen, Zheyu Zhang, Chunhu Zhang, Qiong Zhan, Siqi Huang, Zi-an Xia, Weijun Peng

**Keywords:** Alzheimer’s disease, hippocampus, Aβ1-42, ceRNA networks, microarray expression profile

## Abstract

Alzheimer’s disease (AD) is the most common form of dementia worldwide. Accumulating evidence indicates that non-coding RNAs are strongly implicated in AD-associated pathophysiology. However, the role of these ncRNAs remains largely unknown. In the present study, we used microarray analysis technology to characterize the expression patterns of circular RNAs (circRNAs), microRNAs (miRNAs), and mRNAs in hippocampal tissue from Aβ_1-42_-induced AD model rats, to integrate interaction data and thus provide novel insights into the mechanisms underlying AD. A total of 555 circRNAs, 183 miRNAs and 319 mRNAs were identified to be significantly dysregulated (fold-change ≥ 2.0 and *p*-value < 0.05) in the hippocampus of AD rats. Quantitative real-time polymerase chain reaction (qRT-PCR) was then used to validate the expression of randomly-selected circRNAs, miRNAs and mRNAs. Next, GO and KEGG pathway analyses were performed to further investigate ncRNAs biological functions and potential mechanisms. In addition, we constructed circRNA-miRNA and competitive endogenous RNA (ceRNA) regulatory networks to determine functional interactions between ncRNAs and mRNAs. Our results suggest the involvement of different ncRNA expression patterns in the pathogenesis of AD. Our findings provide a novel perspective for further research into AD pathogenesis and might facilitate the development of novel therapeutics targeting ncRNAs.

## Introduction

Alzheimer’s disease (AD), the most common cause of dementia worldwide, is becoming more prevalent due to the aging population, and represents one of the grand challenges to health care systems [1]. Although substantial progress has been made in the identification of disease-related molecular and cellular processes over the last decade, the molecular mechanisms that underlie the pathogenesis of AD remain largely unknown [2], and none of the pharmacological treatments presently available for AD are able to stop or slow down the progression of this disease [3].Therefore, further investigation of the underlying disease mechanisms are urgently required in order to better understand AD and to facilitate the development of effective therapeutic strategies.

Currently, accumulating evidence indicates that noncoding RNAs (ncRNAs), especially microRNAs (miRNAs), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs), are strongly implicated in AD-associated pathophysiology, including amyloid-β plaques and neurofibrillary tangles, synaptic loss and neuronal death [4,5]. In a previous study, we investigated the hippocampal expression patterns of dysregulated lncRNAs in a rat model of AD using microarray analysis and demonstrated that lncRNAs contributed to the pathogenesis of AD [6]. To further investigate the regulatory role of ncRNAs in AD, we focused upon circRNAs, a class of ncRNAs that are highly expressed in the mammalian brain [7,8], and can regulate transcriptional and post-transcriptional gene expression [9]. Unlike linear RNA, circRNA is formed with covalently closed continuous loops without 5’-3’ polarity and a poly(A) tail, and might function as microRNA sponges to modulate the expression of parental genes through the competing endogenous RNA (ceRNA) network [10]. Recent studies have provided evidence that the circRNA-associated ceRNA network may play a crucial role in many disease processes, including AD [11]. For example, Lukiw et al. [12,13] demonstrated that circRNA-7(ciRS-7) acted as a natural miRNA sponge for miRNA-7 and regulated the expression of ubiquitin-conjugating enzyme E2A (UBE2A) and the epidermal growth factor receptor (EGFR) in sporadic AD hippocampal brain. Zhang et al. [14] characterized circRNA-associated-ceRNA networks in the cerebral cortex of senescence-accelerated mouse prone 8(SAMP8). Additionally, Zhong et al. [15] described the expression of circRNAs in different ages of SAMP8 mice. However, the potential role of circRNAs in the pathogenesis of AD is still in its infancy and has yet to be characterized, particularly the role of circRNA-associated-ceRNA networks in the hippocampus of AD.

In the present study, we used a microarray analysis approach to identify differentially-expressed profiles of circRNAs, miRNAs and mRNAs in the hippocampus of Aβ_1-42_-induced AD model rats, which is a useful experimental animal model of AD which emphasizes the inflammatory component of the disease pathology, and strongly complements the use of transgenic animal models in advancing our understanding of AD [16]. Next we performed Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses. We also constructed a circRNA-associated-ceRNA network. Findings arising from this study will expand our understanding of the potential role of the circRNA-associated-ceRNA network involved in AD pathogenesis and therapeutic strategy.

## RESULTS

### Altered circRNA, miRNA and mRNA profiles in the AD rat hippocampus

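Circular RNAs are closed loops made by back-splicing, and RNase R, an exonuclease that digests linear RNA, was used by the authors to enrich them from hippocampal RNA before labelling with Cy3. The circRNA arrays compare 3 samples of the AD group, in which oligomers of amyloid-β peptide were injected into the cerebral ventricles, with 3 samples of the sham group, which received vehicle. Each array holds 1 sample and 14145 circRNA probes with 1 spot each. On the AD arrays 11074, 12021 and 11320 of these probes were well above background, and on the sham arrays 10925, 11077 and 10864. The median processed signal of the circRNA probes was 26.9, 41.0 and 31.2 on the AD arrays and 27.1, 48.0 and 36.4 on the sham arrays, and no circRNA probe was saturated. AD 1 to AD 3, sham 1 and sham 2 were scanned together as 1 slide, and sham 3 belongs to another slide, on which the median local background was 28 against 16 to 17 on the other arrays. The sources used here number the samples but do not say that each came from a separate rat, so the tests measure the spread between these samples.
The authors' scanner software gave a background-subtracted processed intensity for every spot. Here its log2 was taken, spots flagged as outliers were left out, and each array was scaled by subtracting its own 75th percentile over all probes that are not controls. The 11580 circRNA probes well above background on at least 3 of the 6 arrays were compared between AD and sham with limma, with Benjamini-Hochberg adjustment. A log2 level given for a probe is relative to that percentile. The scaling, the background correction and the choice of test can each change the number of altered circRNAs. The files used here pair no probe with a circRNA name or a host gene. For this reason circRNAs are given by the identifier of their probe and no value is set beside a named circRNA. A probe printed here may still be one that the paper names.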

The expression of circRNAs, miRNAs, and mRNAs in the hippocampus of AD rats were profiled using microarrays. 

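In the AD hippocampus, 1360 of 11580 circRNA probes differed from sham by at least 2-fold at an unadjusted p under 0.05 from limma. At an adjusted p under 0.05 there were 253, of which 207 were higher and 46 lower in AD. All 253 differed by at least 2-fold. The median log2 difference was 2.21 among the 207 higher probes and -1.44 among the 46 lower probes. The 3 AD arrays all lay on one side of the 3 sham arrays for 3500 probes, which is 30.2% of those tested. The average over the 10 possible splits into 3 and 3 is 10%. Probes vary together, so the share of a single split can lie far from this average, and those of the other splits are not given here. The sham arrays were not alike in this respect. Over the probes higher in AD at the 2-fold threshold, the median level was 1.08, 0.62 and 0.84 on the AD arrays, and -0.34 on sham 1 against -1.69 on sham 2 and -1.24 on sham 3. The number past the adjusted p depended on single arrays. It was 1950 without sham 1, 16 without AD 2, 3 without AD 1, and 0 without AD 3, without sham 2 or without sham 3, where 1604, 1929 and 1613 probes had an unadjusted p under 0.05. With the slide as a block, which rests on the same 5 arrays as leaving out sham 3, it was also 0.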

Using a threshold of fold change (FC) ≥ 2.0 and a *p*-value < 0.05, 555 circRNAs, 183 miRNAs, and 319 mRNAs were significantly altered in the AD rat hippocampus compared to sham controls. 

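More circRNAs were higher than lower in the AD hippocampus. Of the 1360 probes that differed by at least 2-fold at an unadjusted p under 0.05 from limma, 1025 were higher in AD and 335 were lower, so that 75.4% were higher. With AD 2 and sham 1 exchanged between the groups, 332 passed in each direction, nearly as many as the 335 lower. The higher probes were found at every level of signal. With the probes parted by mean signal into 4 equal groups, 425 were higher and 104 were lower among the 2895 brightest. Among the 2895 dimmest, 208 were higher and 66 were lower. The group next to the dimmest had the weakest excess, with 159 higher and 85 lower, and the group next to the brightest had 233 and 80. The level of the lower probes also differed among the sham arrays, with a median of -0.48 on sham 1, 0.13 on sham 2 and -0.06 on sham 3, against -1.37, -1.28 and -1.35 on the AD arrays. The split between the directions changed with the scaling and with normexp, a background correction run here on the median signal with an offset. After quantile normalization 896 were higher and 503 were lower, which is 64.0% higher, and with normexp 498 were higher and 62 were lower, which is 88.9% higher among 560. Without sham 1 there were 1347 higher and 688 lower, and without AD 2 there were 1098 higher and 580 lower.

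**Figure D1:**
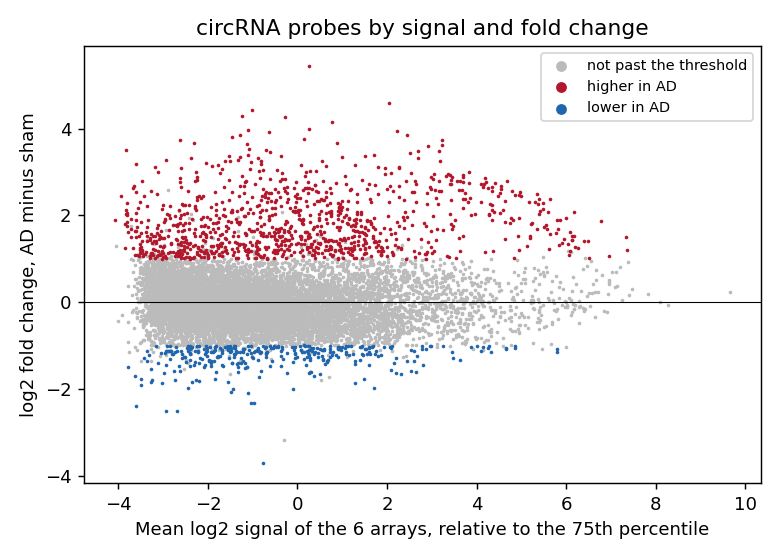
Each point is 1 of the 11580 circRNA probes tested, with its mean log2 signal over the 6 arrays on the x axis and its log2 fold change, AD minus sham, on the y axis. The 1025 probes higher in AD are red, the 335 lower in AD are blue, and the red points reach larger fold changes than the blue ones.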

The results showed that 444 circRNAs, 93 miRNAs, and 173 mRNAs were up-regulated, while 111 circRNAs, 90 miRNAs, and 146 mRNAs were down-regulated. 

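Among the probes past the 2-fold threshold whose AD arrays all lay on one side of the sham arrays, the largest increase was at probe ASCRPR011305. Its log2 level was 2.99 ± 0.97 (SD, n = 3) in AD and -2.46 ± 0.72 (SD, n = 3) in sham. This is a log2 fold change of 5.45 (standard error 0.55, adjusted p = 0.0233 from limma), or 43.6-fold. The next, at ASCRPR013275, was a log2 fold change of 4.60 (adjusted p = 0.0110 from limma), or 24.2-fold. This order turned with normexp, which also changed the spot signal to the median and added an offset. It also turned with the deposited log2 table and without sham 1. With normexp the log2 fold changes were 3.45 at ASCRPR011305 and 3.92 at ASCRPR013275, and with the deposited table 4.05 and 4.09. Without sham 1 ASCRPR001791, at 5.69, passed ASCRPR011305, at 5.67. ASCRPR013275, at 4.54, was then the smallest of the 10 largest increases from all 6 arrays. The largest decrease was at ASCRPR010963, which was at 0.46, 1.56 and 1.27 on the sham arrays and at -2.62 ± 1.00 (SD, n = 3) in AD, a log2 fold change of -3.72 (standard error 0.52, adjusted p = 0.0443 from limma). It was well above background on 2 of the 3 AD arrays, and its log2 fold change was -1.84 with normexp and -2.66 with the deposited table. ASCRPR009169 was well above background on all 3 sham arrays and not well above background on any AD array. Its fold is therefore given as a bound, of at least 3.33-fold lower in AD. The adjusted p of 0.0443 from limma belongs to the fitted log2 difference of -2.52, which uses AD signals under that limit, and not to the bound. This bound sets the sham mean against the lowest signal well above background on each AD array, or the probe's own signal where that is higher. A higher limit would give a smaller bound, so it is not the most cautious one. It holds for the scaled processed signal only. With normexp the log2 fold change of ASCRPR009169 was -0.41 (adjusted p = 0.295 from limma), which did not pass the test, and with the deposited table it was -0.98. Over the 10 largest increases the log2 fold change was 3.93 to 5.45, and among the 10 largest decreases its size was 2.00 to 3.72 over the 7 measured in both groups. The other 3 have only bounds on the scaled processed signal, of at least 1.99-fold to 3.92-fold lower. With normexp the log2 fold changes of the 10 increases were 1.82 to 3.92. Those of the 10 decreases were -1.84 to -0.29, of which 2 passed an adjusted p under 0.05. With the deposited table they were 2.47 to 4.09 and -2.66 to -0.82. The normexp offset of 50 is above the median processed signal of every array, 26.9 to 48.0. It makes the fold of a dim probe smaller by construction, so normexp cannot test the bounds. With the deposited table the folds of the 3 probes were smaller than their bounds, so the bounds do not hold there. Of the 10 increases, 6 were well above background on only some sham arrays (3 of them on 1 array and 3 on 2 arrays), and of the 7 decreases measured in both groups 3 were so on 2 of the 3 AD arrays, so these folds rest in part on signals under that limit. Without sham 3 the adjusted p of these 4 probes was 0.123, 0.0556, 0.217 and 0.217, in the order named. The log2 fold changes were then 5.64 at ASCRPR011305, 4.77 at ASCRPR013275 and -3.63 at ASCRPR010963, close to those from all 6 arrays. Over the alternatives the adjusted p of the 4 reached at most 0.196, 0.0975, 0.217 and 0.295, and its lowest values, 1.14e-08 to 2.86e-08, came from array weights that did not converge.

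**Figure D2:**
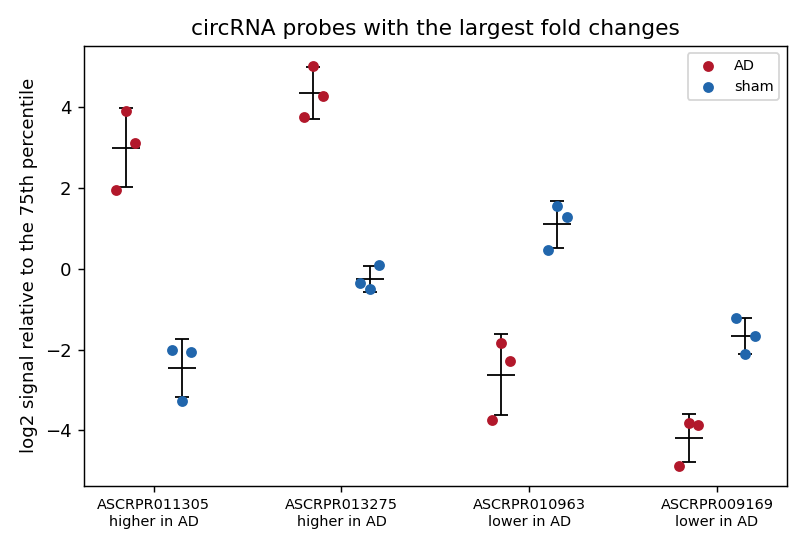
Log2 signal of 4 circRNA probes relative to each array's 75th percentile, with a point for each array (AD red, sham blue) and the mean ± SD of 3 arrays as black bars. For each probe the 3 AD arrays and the 3 sham arrays do not overlap.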

The most up-regulated were circRNA_008964, miR-133a-5p, and BGLAP with FCs of 16.97, 355.67, and 22.96, respectively, whereas circRNA_017759, miR-551b-3p, and IL-1RN were the most down-regulated, with corresponding FCs of 6.32, 257.63 and 14.21. The top 20 up-regulated and 20 down-regulated circRNAs, miRNAs, and mRNAs in the AD group are listed in Tables 1-3. 

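Over all 11580 circRNA probes tested, which were not picked for a difference, the AD arrays lay on average closer to each other than to the sham arrays. The mean Pearson correlation across probes was 0.957 between AD arrays, 0.928 between sham arrays and 0.894 between the groups. Single pairs did not all follow the means, since AD 2 had a correlation of 0.934 with sham 1 and 0.925 with AD 1. The mean distance between groups, as 1 minus the correlation, exceeded that within groups by 0.0492, and no other split of the 6 arrays into 3 and 3 gave more than 0.0275 (exact permutation test, one-sided p = 0.1, the smallest p that 3 arrays against 3 allow). Without sham 1 the excess was 0.0863. The sham arrays did not form 1 cluster. Sham 1 had a mean correlation of 0.931 with the AD arrays and 0.906 with the other sham arrays, and average-linkage clustering cut into 2 clusters put it with AD 1 to AD 3. On the first principal component, which held 60.8% of the variance, sham 1 was at -6.23, between the AD arrays at -55.8 to -25.1 and sham 3 and sham 2 at 48.6 and 75.1. From the clustering of the top circRNAs and the volcano plots of AD against sham (Fig. 1 and 2), the paper proposes that circRNA levels are distinguishable and vary.

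**Figure D3:**
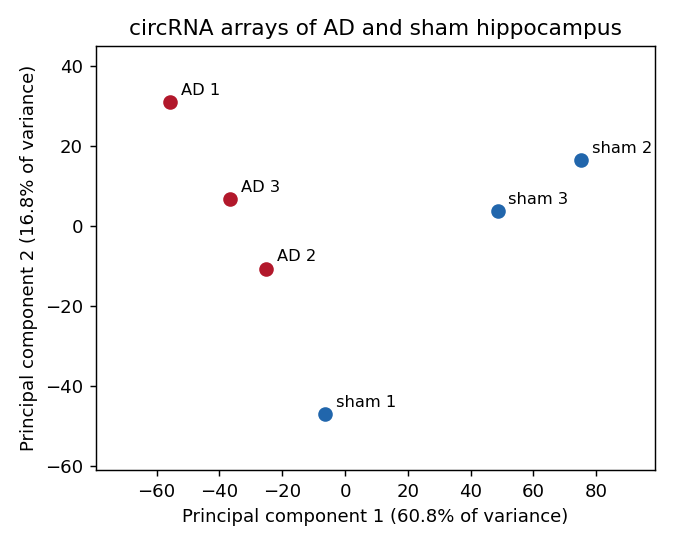
Position of the 6 circRNA arrays on the first principal component (x axis, 60.8% of the variance) and the second (y axis, 16.8% of the variance), from the scaled log2 signals of the tested probes, with AD in red and sham in blue. Sham 1 lies between the AD arrays and the other sham arrays on the x axis.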

Hierarchical clustering and volcano plot visualization (Fig. 1 and 2) suggested that the expression level of circRNAs, miRNAs and mRNAs were distinguishable and variable.

**Table 1:** Top 40 differently expressed circRNAs in microarray analysis.

circRNA	p-value	FDR	Fold change	Regulation	chrom	strand	circRNA_type	Gene symbol
rno_circRNA_008964	0.000606	0.094365	16.9714	up	chr2	+	exonic	Ppp3ca
mmu_circRNA_32007	0.002111	0.108069	16.57521	up	chr18	-	sense overlapping	RGD1308601
rno_circRNA_004560	0.018609	0.182842	10.47134	up	chr14	-	exonic	RGD1305110
rno_circRNA_017295	0.037675	0.225271	10.14399	up	chr9	-	exonic	Clk1
rno_circRNA_016355	0.029281	0.207134	10.00513	up	chr8	-	sense overlapping	Birc2
rno_circRNA_001285	0.01166	0.16506	9.170892	up	chr1	+	exonic	Pdcd11
rno_circRNA_011119	0.043819	0.236427	8.989032	up	chr3	-	exonic	Ext2
mmu_circRNA_33592	0.023237	0.196417	8.459	up	chr3	-	exonic	Acvr1
rno_circRNA_003724	0.044537	0.237503	7.782604	up	chr12	-	exonic	RGD1309762
rno_circRNA_010684	0.016463	0.17835	7.75411	up	chr3	-	exonic	Golga1
rno_circRNA_011054	0.034331	0.216266	7.619158	up	chr3	+	intergenic	
rno_circRNA_007599	0.023829	0.197354	7.284635	up	chr18	+	sense overlapping	Zfp516
rno_circRNA_007108	0.028113	0.205101	7.274158	up	chr18	+	exonic	Wdr33
mmu_circRNA_24828	0.019181	0.184686	7.260869	up	chr6	+	sense overlapping	Tssc1
rno_circRNA_005547	0.015465	0.175514	7.112599	up	chr15	+	exonic	Mipep
rno_circRNA_000967	0.014718	0.173347	7.044118	up	chr1	+	exonic	Cpsf7
rno_circRNA_015073	0.017918	0.182842	7.039097	up	chr7	-	exonic	Polr3b
rno_circRNA_003463	0.013453	0.170196	6.770216	up	chr12	+	exonic	Slc46a3
rno_circRNA_002071	0.008468	0.149026	6.626886	up	chr10	+	exonic	Tekt5
hsa_circRNA_102043	0.00576	0.138131	6.473515	up	chr10	+	exonic	Acaca
rno_circRNA_017759	0.002899	0.111828	6.320172	down	chrX	+	intergenic	
mmu_circRNA_36814	0.01092	0.161814	3.519062	down	chr5	+	exonic	Rad23b
rno_circRNA_007879	0.017054	0.179628	3.370089	down	chr19	-	exonic	Nr3c2
rno_circRNA_001235	0.042661	0.234935	3.322749	down	chr1	-	exonic	Got1
rno_circRNA_005560	0.00972	0.154309	2.990798	down	chr15	+	exonic	Dpysl2
rno_circRNA_013940	0.00004	0.066585	2.94782	down	chr6	+	exonic	Ptprn2
rno_circRNA_013941	0.000249	0.077601	2.893453	down	chr6	+	exonic	Ptprn2
rno_circRNA_008623	0.042057	0.233777	2.8228	down	chr2	+	sense overlapping	Ash1l
rno_circRNA_013981	0.029554	0.207381	2.812952	down	chr6	-	exonic	Nrxn1
rno_circRNA_013026	0.044491	0.23747	2.785261	down	chr5	+	exonic	Rere
rno_circRNA_013942	0.000182	0.077601	2.733282	down	chr6	+	exonic	Ptprn2
rno_circRNA_013025	0.041907	0.233777	2.704128	down	chr5	+	sense overlapping	Rere
mmu_circRNA_31794	0.001829	0.105466	2.669903	down	chr18	+	exonic	Camk2a
rno_circRNA_015612	0.029545	0.207381	2.653884	down	chr7	-	exonic	Trps1
mmu_circRNA_36813	0.026985	0.203613	2.590337	down	chr5	+	exonic	Rad23b
rno_circRNA_013022	0.041158	0.23268	2.585987	down	chr5	+	exonic	Rere
rno_circRNA_013943	0.008876	0.15	2.525526	down	chr6	+	exonic	Ptprn2
rno_circRNA_011180	0.003519	0.119602	2.509546	down	chr4	-	exonic	Magi2
rno_circRNA_011731	0.012178	0.167316	2.50498	down	chr4	-	exonic	Grin2b
rno_circRNA_014166	0.017049	0.179628	2.501832	down	chr6	+	exonic	Dtnb

**Table 2:** Top 40 differently expressed miRNAs in microarray analysis.

Name	FC	P-value	FDR	Regulation	Sham -1	Sham -2	Sham-3	AD-1	AD-2	AD-3
rno-miR-133a-5p	355.6778	1.49E-06	0.000597	up	0.030016	0.024263	0.025	9.676819	9.532174	8.988871
rno-miR-133a-3p	180.9255	0.000918	0.023498	up	0.139021	0.29636	0.278125	52.46193	40.3513	36.27822
rno-miR-1b	121.9097	0.017959	0.081167	up	0.35545	0.110919	0.207813	37.47377	30.81565	13.89984
rno-miR-133b-3p	112.2112	0.000352	0.016336	up	0.255924	0.589255	0.5125	59.63959	45.44174	47.2655
rno-miR-152-5p	77.69073	0.031524	0.108617	up	0.006319	0.010399	0.025	1.654822	1.069565	0.516693
rno-miR-378a-5p	57.07956	0.00038	0.01635	up	0.053712	0.084922	0.040625	2.900169	3.384348	3.947536
rno-miR-208b-3p	50.91059	0.017594	0.080291	up	0.020537	0.025997	0.014063	1.159052	1.396522	0.529412
rno-miR-144-3p	45.24951	5.72E-08	6.88E-05	up	0.104265	0.220104	0.2125	8.164129	8.168696	7.960254
rno-miR-486	37.36758	0.000367	0.016336	up	0.1406	0.216638	0.253125	7.678511	8.709565	6.419714
rno-miR-499-5p	33.39683	0.003852	0.038921	up	0.349131	0.221837	0.19375	9.771574	9.996522	5.771065
rno-miR-10b-5p	33.32301	0.000977	0.023498	up	0.031596	0.025997	0.035938	1.219966	1.074783	0.82194
rno-miR-155-5p	33.28875	2.36E-07	0.000189	up	0.017378	0.015598	0.010938	0.49577	0.474783	0.491256
rno-miR-3561-3p	30.31098	0.009789	0.060993	up	0.022117	0.008666	0.014063	0.566836	0.526957	0.265501
rno-miR-3573-5p	27.40815	0.003971	0.039624	up	0.020537	0.003466	0.010938	0.358714	0.217391	0.381558
rno-miR-378a-3p	23.9381	0.011289	0.064185	up	0.93207	2.391681	1.076563	27.22673	27.89217	50.21622
rno-miR-223-3p	18.23247	0.013543	0.071138	up	0.265403	0.253033	0.314063	3.908629	7.328696	3.941176
rno-miR-3557-3p	16.94205	0.049043	0.137085	up	0.014218	0.003466	0.00625	0.218274	0.125217	0.062003
rno-miR-199a-5p	16.61341	8.89E-06	0.002256	up	0.306477	0.176776	0.207813	3.588832	3.928696	3.963434
rno-miR-451-5p	15.92029	0.00089	0.023498	up	1.391785	2.157712	1.814063	33.7868	28.18609	23.41653
rno-miR-380-5p	15.60035	0.004015	0.039631	up	0.047393	0.069324	0.101563	0.891709	1.481739	1.031797
rno-miR-551b-3p	0.003881	0.001551	0.027567	down	5.919431	8.823224	9.196875	0.033841	0.04	0.019078
rno-miR-153-3p	0.004766	4.37E-08	6.88E-05	down	7.663507	7.908146	7.759375	0.025381	0.036522	0.049285
rno-miR-539-5p	0.005103	0.000688	0.020933	down	1.507109	1.649913	1.375	0.00846	0.006957	N/A
rno-miR-376a-3p	0.005457	0.000188	0.012127	down	3.92891	5.07279	4.80625	0.018613	0.031304	0.025437
rno-miR-124-3p	0.007493	2.61E-05	0.003452	down	92.09321	80.76256	80.40625	0.592217	0.558261	0.747218
rno-miR-136-3p	0.007982	0.000226	0.013604	down	2.020537	2.564991	2.603125	0.025381	0.02087	0.011129
rno-miR-129-5p	0.008243	0.041911	0.124593	down	2.519747	6.67591	2.790625	0.047377	0.043478	0.007949
rno-miR-9a-3p	0.009872	0.000354	0.016336	down	41.50079	56.26516	48.03438	0.448393	0.542609	0.448331
rno-miR-410-3p	0.010002	0.002631	0.032583	down	1.919431	1.443674	1.782813	0.01692	0.017391	N/A
rno-miR-153-5p	0.011705	0.003247	0.035819	down	0.507109	0.582322	0.6875	0.001692	0.012174	N/A
rno-miR-409a-5p	0.012151	0.00348	0.036711	down	0.36019	0.298094	0.409375	0.001692	0.006957	N/A
rno-miR-138-5p	0.015186	0.014003	0.072249	down	8.292259	3.935875	4.757813	0.081218	0.095652	0.081081
rno-miR-369-3p	0.015371	0.004061	0.039771	down	1.259084	1.856153	2.292188	0.025381	0.024348	0.033386
rno-miR-495	0.015832	9.38E-06	0.002256	down	1.265403	1.377816	1.423438	0.023689	0.029565	0.011129
rno-miR-129-2-3p	0.020383	0.005048	0.043957	down	3.361769	1.859619	2.346875	0.052453	0.074783	0.027027
rno-miR-376b-3p	0.023408	0.001105	0.025237	down	1.962085	1.953206	2.729688	0.079526	0.052174	0.023847
rno-miR-127-5p	0.028105	0.00953	0.06067	down	1.232227	2.107452	1.13125	0.060914	0.050435	0.014308
rno-miR-132-5p	0.02883	0.035542	0.115982	down	1.14218	4.088388	3.13125	0.089679	0.078261	0.073132
rno-miR-496-3p	0.029383	0.019014	0.082393	down	0.50237	1.315425	0.948438	0.025381	0.04	0.015898
rno-miR-3542	0.029791	0.029799	0.10517	down	0.075829	0.152513	0.117188	0.003384	0.003478	N/A

**Table 3:** Top 40 differently expressed mRNAs in microarray analysis.

Genbank Accession	Gene Symbol	P-value	FDR	Fold Change	Regulation	AD-1	AD-2	AD-3	Sham -1	Sham -2	Sham -3
NM_013414	Bglap	0.00055	0.026406	22.96703	up	8.052033	9.051468	8.575123	4.18026	4.55122	3.382667
NM_001270665	Tnnt3	0.028149	0.128763	12.35968	up	5.806189	5.275991	8.642943	3.211319	3.209004	2.422092
NM_012587	Ibsp	0.001096	0.031424	5.771831	up	6.252816	5.279157	5.647549	3.384729	3.16391	3.043795
NM_013122	Igfbp2	0.038993	0.15308	5.754793	up	11.06608	9.303097	12.16206	8.300828	8.427517	8.228595
NM_012605	Mylpf	0.026781	0.125297	5.641142	up	7.466302	7.129157	9.462192	5.464603	5.479666	5.625421
NM_057104	Enpp2	0.038489	0.15198	5.07149	up	12.46112	10.68197	13.24472	9.646646	9.645828	10.0681
NM_001000438	Olr1214	0.002217	0.039344	4.895564	up	5.185619	4.642926	5.070082	2.360833	3.241277	2.422092
NM_031511	Igf2	0.049039	0.175423	4.757985	up	13.65679	11.66636	14.31541	10.78843	10.91098	11.1881
XR_086340	LOC301444	0.014615	0.090422	4.340022	up	10.78893	10.89127	9.746195	8.448961	8.932608	7.691718
XM_001059752	Vom2r45	3.47E-05	0.016	4.296108	up	4.366794	4.380062	4.672477	2.360833	2.327317	2.422092
NM_001108140	Cd3e	0.003543	0.047336	4.22607	up	4.738903	4.657002	4.962316	2.360833	2.402169	3.357269
NM_001107541	Art1	0.043071	0.162562	3.875367	up	4.757209	4.724255	6.257683	3.799408	3.654648	2.422092
NM_031703	Aqp3	0.008524	0.068504	3.685033	up	3.96804	4.769804	4.846925	2.360833	2.390517	3.188386
BC078859	Mpz	0.028946	0.130331	3.67334	up	7.999598	7.897556	6.286076	5.421919	5.426666	5.703367
NM_019212	Acta1	0.047568	0.17213	3.632821	up	6.637662	6.667013	8.622218	5.496824	5.344661	5.502137
NM_030838	Slco1a5	0.031783	0.137186	3.400608	up	8.433027	7.296741	9.147305	6.444243	6.437362	6.69809
NM_001107564	Ano1	0.001239	0.03245	3.397198	up	8.816945	9.067116	8.695915	6.800028	7.044566	7.442346
XM_227107	RGD1561841	0.014316	0.089396	3.391897	up	10.07803	10.32065	9.068267	8.393194	8.027146	7.760331
NM_001109599	Pou2af1	0.008157	0.067119	3.171449	up	3.934713	4.788568	3.704984	2.360833	2.649913	2.422092
NM_001004129	Stfa2l1	0.011619	0.07994	3.137655	up	7.900152	8.128724	7.293016	5.570128	6.459183	6.343522
NM_022194	Il1rn	0.036753	0.148451	14.21197	down	5.016814	4.992311	5.159386	9.625172	10.56531	6.465138
XR_361775	LOC100910367	0.004583	0.052819	10.16713	down	3.468741	4.307965	2.321873	6.875965	6.716166	6.54397
BC098733	LOC362795	0.032448	0.138888	9.708935	down	6.844371	6.675695	7.021456	10.91333	11.35412	8.112008
NM_017210	Dio3	0.002669	0.042782	6.519498	down	6.231844	6.621063	5.503228	9.068267	9.062721	8.339429
XM_006255043	LOC689453	0.049874	0.177224	5.455306	down	5.015599	5.841514	3.128502	7.675495	7.21799	6.435111
XM_006227100	LOC501467	0.030232	0.133751	5.431563	down	5.4069	6.083151	3.794581	8.035631	7.5748	6.998302
NM_199253	Pcsk9	0.002133	0.039056	5.204765	down	2.426524	2.665853	2.946293	5.604621	5.012788	4.56076
NM_130748	Slc38a4	0.000938	0.030292	4.934402	down	4.587482	4.637961	4.475671	7.354593	6.783875	6.471272
NM_031512	Il1b	0.034329	0.143302	4.617557	down	4.037401	4.364745	3.874776	7.502599	6.263231	5.132481
NM_001014221	LOC363337	0.039423	0.154047	4.587823	down	8.473712	9.35102	7.109605	10.83744	10.83451	9.855817
XR_349427	LOC102557206	0.043126	0.162711	4.261659	down	7.166277	7.946725	5.904576	9.512047	9.477423	8.302353
XM_006224554	Tmco5a	0.014583	0.090373	4.222635	down	5.590317	4.665117	6.381915	7.747607	7.674106	7.450068
XM_006255374	LOC685183	0.011431	0.079358	3.885825	down	4.719262	5.091599	3.778711	6.874688	6.423315	6.166232
NM_001014221	LOC363337	0.042926	0.162322	3.775706	down	9.380106	10.53603	8.459474	11.81476	11.39776	10.91333
NM_001127377	LOC680663	0.001338	0.033124	3.748348	down	3.41188	3.828432	3.532797	5.766442	5.629198	5.096233
NM_031561	Cd36	0.021348	0.110965	3.577859	down	4.227085	4.462658	4.176351	5.902704	7.071649	5.40903
XM_006222689	LOC691712	0.017104	0.098359	3.482986	down	4.723632	5.200954	3.846046	6.733775	6.481439	5.956392
NM_053587	S100a9	0.02089	0.109858	3.409311	down	5.465103	4.943009	3.967565	6.199166	6.637269	6.847683
NM_001014091	Ccdc33	0.000936	0.030292	3.293413	down	2.477567	2.602366	2.926151	4.675579	4.253647	4.235609
NM_053822	S100a8	0.006707	0.062417	3.266306	down	5.768222	5.836943	4.862041	7.00802	7.213229	7.368936

**Figure 1:**
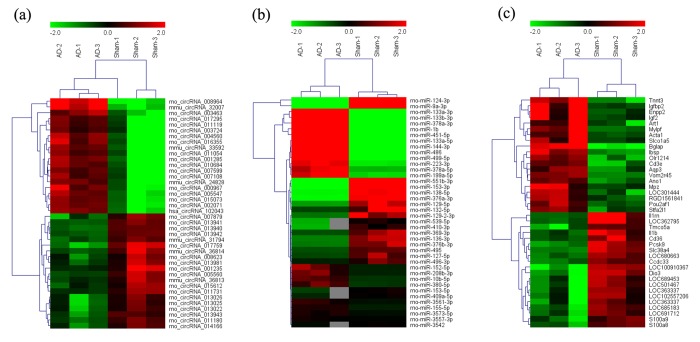
**Heat map of the top 40 differentially-expressed circRNAs** (**A**), miRNAs (**B**), and mRNAs (**C**) in AD hippocampal tissue. The data are depicted as matrices in which each row represents one circRNA, miRNA, or mRNA and each column represents one of the hippocampal samples. Relative circRNA, miRNA, or mRNA expression is depicted according to the color scale shown at the top. Red and green represent high and low relative expression, respectively; -2.0, 0, and 2.0 are fold-changes in the corresponding spectrum. The magnitude of deviation from the median is represented by color saturation.

**Figure 2:**
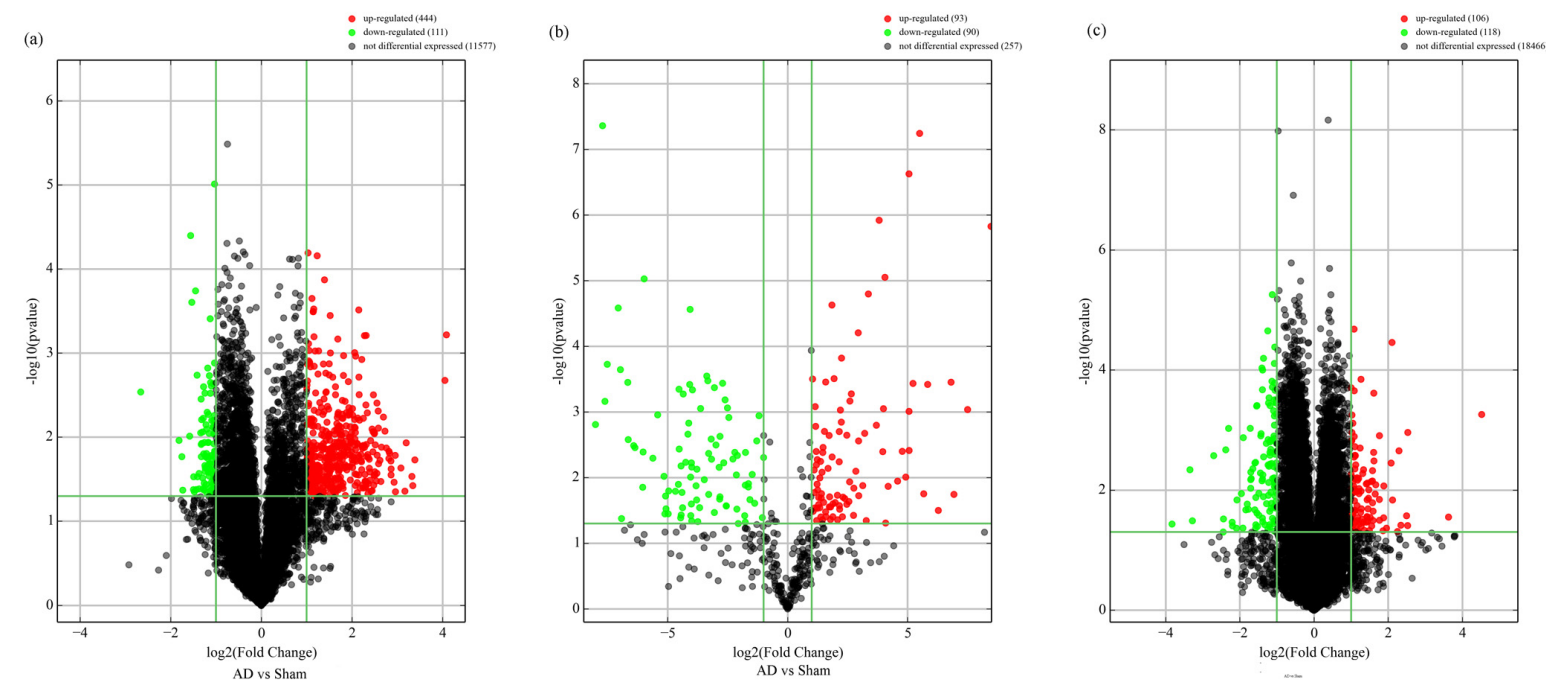
**Volcano plot of differentially-expressed circRNAs** (**A**), miRNAs (**B**), and mRNAs (**C**) between AD and sham hippocampal samples. Volcano plots were constructed using fold-change values and *p*-values. The vertical lines correspond to 2.0-fold up- and down-regulation between normal and AD samples (N *vs.* **D**), and the horizontal lines represent *p*-values. Red plot points represent differentially-expressed circRNAs with statistical significance.

### Expression profile validation

To validate the accuracy and reliability of the microarray profiling data, some transcripts, including four circRNAs (rno_circRNA_001555, rno_circRNA_010684, rno_circRNA_01398, and rno_circRNA_017759), four miRNAs (rno-miR-181a-2-3p, rno-miR-124-3p, rno-miR-136-3p, and rno-miR-206-3p), and four mRNAs (IGF2, IGFBP2, S100a8, and IGF1) were randomly selected for quantitative real-time polymerase chain reaction (qRT-PCR) analysis in nine samples including those used for microarray analysis. As shown in Fig. 3, the microarray data were consistent with the qRT-PCR results in terms of the expression levels of the validated ncRNAs and mRNAs.

**Figure 3:**
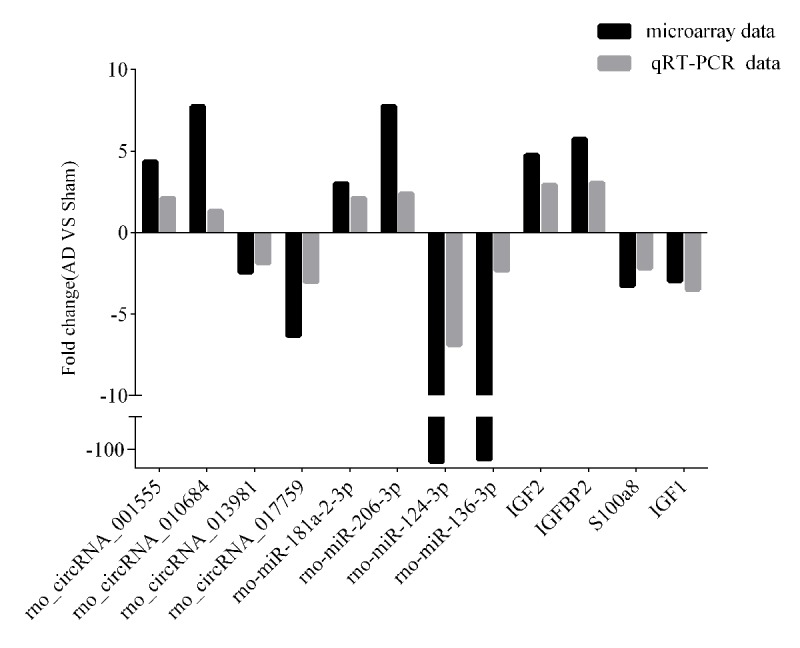
**qRT-PCR-validated ncRNA and mRNA expression changes.** Microarray validation by qRT-PCR. Expression levels of four circRNAs, four miRNAs, and four mRNAs were determined by qRT-PCR. Each assay was performed at least three times. *p < 0.05.

### GO and KEGG pathway analyses of differentially-expressed mRNAs

GO and KEGG pathway analyses allow for the functional annotation of differentially-expressed mRNAs. GO analysis indicated that the most enriched mRNAs correlated with the extracellular region part (GO: 0044421) of the cellular component analysis (Figure 4a). Meanwhile, the majority of genes were related to toll-like receptor binding (GO:0035325) in the molecular functions and regulation of biological quality (GO:0065008) aspect of the biological processes analyses (Figure 4b and 4c). KEGG pathway analysis indicated that 10 KEGG pathways (*p* < 0.05) were associated with dysregulated mRNAs involved in neuroactive ligand-receptor interaction, AMP-activated protein kinase (AMPK) signaling pathway, longevity regulating pathway-multiple species, fatty acid elongation, inflammatory mediator regulation of transient receptor potential (TRP) channels, p53 signaling pathway, hematopoietic cell lineage, adipocytokine signaling pathway, focal adhesion and osteoclast differentiation (Figure 4d).

**Figure 4:**
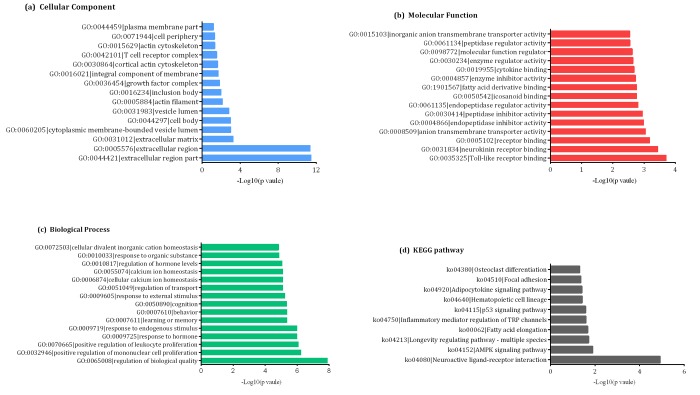
**Gene ontology (GO) enrichment and pathway analysis of differentially- expressed mRNAs** showing the most significantly enriched (-log10, *p*-value) GO terms of differentially-expressed mRNAs according to (**A**) cellular components, (**B**) molecular functions, and (**C**) biological processes. (**D**) The top ten enrichment scores (-log10, *p*-value) of significantly enriched KEGG pathways.

### Prediction of circRNA-miRNA interactions

To determine the function of circRNA, interactions between circRNAs and their target miRNAs were theoretically predicted by conserved seed-matching sequences. To find the potential miRNA target, two confirmed circRNAs (rno_circRNA_008964 and rno_circRNA_017759) were selected, and circRNA-miRNA interaction was predicted using Arraystar's miRNA target prediction software based on the TargetScan and miRanda databases. The potential miRNA targets of rno_circRNA_008964 included rno-miR-216b-5p, rno-miR-181d-5p, rno-miR-337-5p, rno-miR-497-3p, and rno-miR-181b-5p (Fig. 5a). For rno_circRNA_007879, the potential miRNA targets included rno-miR-702-5p, rno-miR-3547, rno-miR-329-5p, rno-miR-203b-5p and rno-miR-3576 (Fig. 5).

**Figure 5:**
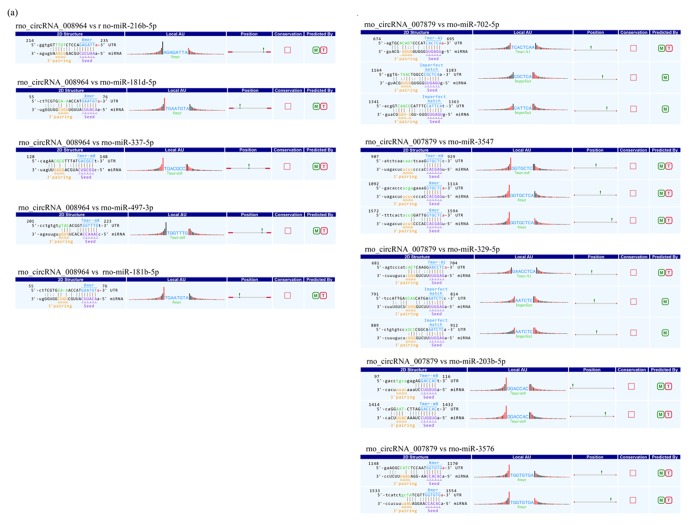
**Example of detailed annotation for circRNA-miRNA interactions.** (**A**) rno_circRNA_008964. (**B**) rno_circRNA_017759. 8mer: bases from number 2 to 8 matched perfectly, and number 1 base is A; 7mer-m8: bases from number 2 to 8 matched perfectly, and number 1 base is not A; 6mer: bases from number 2 to 7 matched perfectly, and number 1 base is not A; offset 6mer: bases from number 3 to 8 matched perfectly; imperfect match: there is imperfect base match from number 2 to 7; M: circRNA-miRNA interaction can be predicted by miRanda; T: circRNA-miRNA interaction can be predicted by TargetScan.

### Construction of a circRNA-miRNA regulatory network

A circRNA-miRNA regulatory network, based on the microarray results, was constructed containing 245 circRNAs, 144 miRNAs and 279 relationships (Fig. 6). We observed that one circRNA could regulate multiple miRNAs in different ways, while one miRNA could be regulated by multiple circRNAs. For example, circRNA_34441 was co-related to four dysregulated miRNAs and MiR-153-5p was co-related with 25 dysregulated circRNAs. Thus, there appears to be a complex circRNA-miRNA regulatory network involved in the pathogenesis of AD.

**Figure 6:**
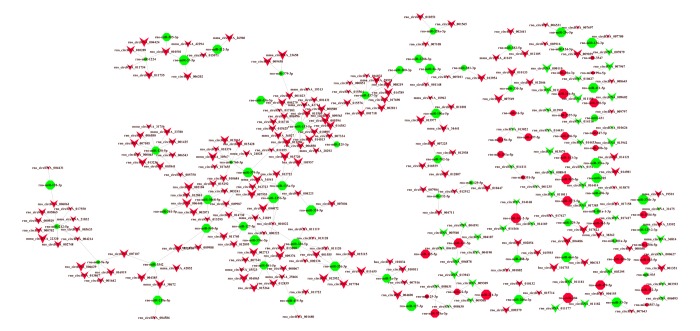
**CircRNA-miRNA network analysis.** A total of 245 circRNAs and 144 miRNAs containing 279 relationships were selected to generate a network map. The circRNA-miRNA co-expression network was constructed with Cytoscape V3.5.0 software. Within this network, V-shaped nodes represent circRNA and octagon nodes represent miRNA. Red and green represent up- and down-regulation, respectively. Node size represents *p*-values (larger nodes for more significant *p*-values).

### Construction of a circRNA-miRNA-mRNA regulatory network

To explore the molecular mechanism of ncRNAs, a circRNA-miRNA-mRNA regulatory network was constructed with 140 circRNAs as decoys, 140 miRNAs as centres, and 20 mRNAs as targets based on the microarray data (Fig. 7). Because there are binding sites between circRNAs and miRNAs, circRNAs could indirectly regulate miRNA target genes by competitively binding to miRNA as a miRNA sponge. For instance, we focused on miR-7a-5p, circRNA_101834 and circRNA_004690 that could regulate AQP3 expression by competing miRNA response elements (MREs) of miR-7a-5p. These data suggested that circRNAs harbor MREs and play pivotal regulatory roles in AD.

**Figure 7:**
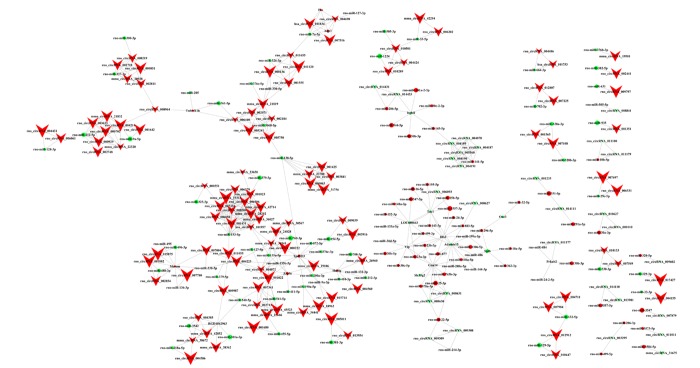
**CircRNA-miRNA-mRNA regulatory network.** The regulatory network consists of 140 circRNAs, 140 miRNAs, and 20 genes with 503 relationships. V-shaped, octagon, and diamond nodes represent circRNA, miRNA, and mRNA, respectively. Red and green represent up- and down-regulation, respectively. Node size represents *p*-values (larger nodes for more significant *p*-values).

## DISCUSSION

To the best of our knowledge, this is the first integrated microarray analysis of circRNA, miRNA and mRNA expression profiles in the hippocampus of Aβ_1-42_-induced AD model rats. With FC ≥ 2.0 and *p*-value < 0.05 thresholds, 444 up-regulated and 111 down-regulated circRNAs, 93 up-regulated and 90 down-regulated miRNAs, and 173 up-regulated and 146 down-regulated mRNAs showed significant differential expression between the AD and control groups. These transcripts are thought to be associated with the pathogenesis of AD. For instance, the S100A8 precedes Aβ plaque formation [17], IGFBP-2 drives AD neurodegeneration [18], miR-146a-5p facilitates neuroinflammation in AD pathogenesis [19], and miR-132-3p contributes to tau hyper-phosphorylation [20]. Our qRT-PCR validation showd that the qRT-PCR results and microarray data were consistent, indicating that the latter were reliable.

To better understand the biological functions and potential mechanisms of mRNAs in the pathogenesis of AD, we performed GO and KEGG pathway analysis. Among the GO terms found in this study, the extracellular region part (GO:0044421), toll-like receptor binding (GO:0035325), and the regulation of biological quality (GO:0065008) have been reported to play important roles in AD development. Remarkable among the KEGG pathways were the AMPK and p53 signaling pathways, both known to potentially mediate AD pathogenesis [21–23].

Increasing lines of evidence indicate that circRNAs can function as endogenous sponges to influence miRNA activity, thereby regulating other transcripts containing miRNA-binding sites [24,25]. Therefore, we examined circRNA-miRNA interactions and found that the majority of circRNAs contained one or more miRNA binding sites based on sequence analyses. The association of miRNAs with AD indicated that circRNAs might have a regulatory role in AD. For example, rno_circRNA_003295 is potentially able to interact with rno-miR-206-3p, rno_circRNA_002441 with miR-144-3p, and rno_circRNA_012846 with rno-miR-10a-5p. Moreover, we constructed a circRNA-miRNA regulatory network to investigate potential relationships among the circRNAs and miRNAs. Our results indicated that circRNA-miRNA regulatory networks might play important roles in the pathogenesis of AD. However, beyond acting as a miRNA sponge, circRNAs might also influence mRNA transcriptional levels by interacting with the Pol II complex in the nucleus [26], or by directly binding to RNA-binding proteins and RNA-associated proteins to form RNA-protein complexes [27]. Furthermore, circRNAs can act on gene expression trans-functionally by competing with pre-mRNA splicing machinery [28], and endogenous circRNAs can be used as templates to encode proteins [29]. Therefore, the biological function of circRNA in the pathogenesis of AD requires further investigation.

Perturbations in competing endogenous RNA (ceRNA) regulatory networks (ceRNETs) including mRNAs, miRNAs, and circRNAs have been proposed to play critical roles in the pathogenesis of human disease [30–32]. For example, the circRNA-7/miRNA-7/UBE2A signaling pathway is significantly dysregulated in AD [33,34]. The application of ceRNET analysis may provide a novel view of interplay between ncRNAs and mRNAs, thereby offering some insight into molecular pathways. Our results provide the first assessment of ceRNETs in AD and suggest that specific ceRNETs are involved in disease etiology and pathogenesis.

There are certain limitations to our study which should be considered when interpreting our findings. Firstly, the sample size was limited, which could have resulted in under- or over-estimation of the numbers of altered circRNAs, miRNAs, and mRNAs. Larger sample sizes are needed to confirm our findings. Secondly, our results refer only to hippocampal samples from Aβ_1-42_-induced AD rats. Further research with other AD models, using additional sample sources such as blood and cerebrospinal fluid, is now needed to more accurately capture the pathophysiology of AD. Thirdly, our analyses were performed using gene expression microarrays with limited dynamic range that lack the ability to identify novel features. RNA-sequence technology should be utilized to unravel previously inaccessible transcriptome complexities. Finally, because the functions of circRNAs and miRNAs remain largely unknown, the interpretation of our data was not straightforward. Thus, we only predicted the functions of differentially-expressed mRNAs. Future studies that overcome such limitations are now highly warranted.

In conclusion, we identified dysregulated expression profiles of circRNAs, miRNA, and mRNAs in the hippocampus of AD rats, and present an innovative data integration analysis of circRNAs, miRNAs and mRNAs. Our results indicate that ncRNAs may interact to regulate the expression of their target protein-genes involved in the pathogenesis of AD. The next step is to validate and expand these findings in future studies, which might ultimately enable us to fully elucidate the mechanisms underlying AD.

## MATERIALS AND METHODS

### Ethics statement

All animal protocols were approved by the Central South University (Changsha, China) Institutional Review Board and were performed in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. This investigation was conducted in accordance with appropriate ethical standards and the Declaration of Helsinki, as well as national and international guidelines.

### Brain samples

All hippocampal tissue samples were from brain tissues obtained in our previous study [6]. Briefly, 20 adult male Sprague Dawley rats (250 ± 30 g) were randomly divided into AD (n = 10) and sham (n = 10) groups. We performed intracerebroventricular injections of Aβ_1-42_ oligomers into the cerebral ventricles to induce a validated AD model, as previously described [35,36]. Briefly, the animals were anaesthetized and placed in a stereotactic frame, then the Aβ1–42 oligomers were injected bilaterally into the lateral ventricles through a stainless-steel cannula.

### RNA extraction

Total RNA was extracted from each hippocampal tissue sample by soaking in TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) in accordance with the manufacturer’s instructions, which mainly includes homogenization, phase separation, RNA precipitation, RNA wash and RNA solubilization. RNA quantity and quality were measured using a NanoDrop ND-1000 (Thermo Scientific, Waltham, MA, USA), and RNA integrity was assessed by standard denaturing agarose gel electrophoresis.

### Microarray analysis

Sample labelling and microarray hybridization for gene expression were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology, Santa Clara, CA, USA), which included RNA purification, transcription into fluorescent-labeled cRNA, and hybridization onto the Rat 4x44K Gene Expression Array (Agilent). Finally, the hybridized arrays were washed, fixed, and scanned using the Agilent DNA Microarray Scanner G2505C. RNA labeling and array hybridization for miRNA analysis were conducted following the Exiqon manual (Vedbaek, Denmark). After quality control, the miRCURY™ Hy3™/Hy5™ Power labeling kit (Exiqon) was used for miRNA labeling according to the manufacturer guidelines. After stopping the labeling procedure, Hy3™-labeled samples were hybridized on the Rat miRCURY LNA™ microRNA Array 7th Gen (Exiqon), according to the array manual. The slides were scanned using the Axon GenePix 4000B microarray scanner (Axon Instruments, Foster City, CA, USA). circRNA sample preparation and microarray hybridization were performed based on Arraystar standard protocols (Super RNA Labeling Kit; Arraystar, Rockville, MD, USA). Briefly, total RNAs were digested with Rnase R (Epicentre, Inc., Madison, WI, USA) to remove linear RNAs and enrich for circular RNAs. Then, the enriched circular RNAs were amplified and transcribed into fluorescent-labeled cRNA using a random priming method (Super RNA Labeling Kit). The labeled cRNAs were hybridized onto the Arraystar Rat circRNA Array (8x15K, Arraystar). After washing the slides, the arrays were scanned using the Agilent Scanner G2505C. All data collection was performed using Agilent Feature Extraction software (version 11.0.1.1). KangChen Bio-tech (Shanghai, China) performed all microarray analyses.

### Quantitative real-time polymerase chain reaction (qRT-PCR) validation

As previously described [31], total RNA was isolated using TRIzol Reagent, and then reverse-transcribed into cDNA using SuperScript III Reverse Transcriptase (Invitrogen) according to the manufacturer’s instruction. An Applied Biosystems ViiA™7 Real-Time PCR System and 2× PCR Master Mix were used to perform qRT-PCR (Arraystar) in accordance with the manufacturer's instructions. The relative circRNA and mRNA expression levels were calculated using the 2^-ΔΔCt^ method and were normalized to GAPDH as an endogenous reference transcript [37]. miRNA expression levels were normalized to that of U6. The specific primers for each gene are listed in Table 4. Data shown represent the means of three experiments.

**Table 4:** Primers designed for qRT-PCR validation of candidate circRNAs, miRNAs, and mRNAs.

	Forward primer	Reverse Primer	PrProduct length (bp)	Tm(°C)
rno_circRNA_001555	5’- ATGAGCAATGACTCCCCAGAA-3’	5’- GAGAGTATGGTCTGTTGCGTTG-3’	60	60
rno_circRNA_010684	5’- TGGATCTAAAGCAGCTACAGAA-3’	5’- CTTTGGTTCCATTCATCCTTAT-3’	82	60
rno_circRNA_013981	5’- CTACCTTGAGCTGCACATACTG-3’	5’- TTTGTCCACCACCTTTGCT-3’	58	60
rno_circRNA_017759	5’- GAGTATCCACTGGTGACGACTG-3’	5’- AATATGCTGATCTTGTTTTCACC-3’	69	60
rno-miR-181a-2-3p	5’-GGACCACTGACCGTTGAC-3’	5’-CAGTGCGTGTCGTGGAG-3’	64	60
rno-miR-206-3p	5’- TGGGGTGGAATGTAAGGAAGT-3’	5’-CAGTGCGTGTCGTGGAGT-3’	65	60
rno-miR-124-3p	5’-GGGTAAGGCACGCGGT-3’	5’-GTGCGTGTCGTGGAGTCG-3’	61	60
rno-miR-136-3p	5’- GGGGACATCATCGTCTCAAAT -3’	5’-CAGTGCGTGTCGTGGAGT-3’	65	60
IGFBP2	5’- TCTACTCCCTGCATATCCCCA-3’	5’- GGTTCACACACCAGCACTCC-3’	105	60
IGF2	5’- GCTTGTTGACACGCTTCAGTT-3’	5’- TAGACACGTCCCTCTCGGA-3’	179	60
IGF1	5’- GGGCATTGTGGATGAGTGTTG -3’	5’- GCTGGGACTTCTGAGTCTTGG -3’	148	60
S100A8	5’-GGGAATCACCATGCCCTCTAC-3’	5’-GCCCACCCTTATCACCAACAC-3’	168	60

### GO annotations and KEGG pathway analyses

GO annotations and KEGG pathway analyses were performed to investigate the roles of all differentially-expressed mRNAs, as previously described [38,39]. Briefly, GO analysis was applied to elucidate genetic regulatory networks of interest by forming hierarchical categories according to the molecular functions, biological processes, and cellular component aspects of the differentially expressed genes (http://www.geneontology.org). The -log10 (*p*-value) denotes enrichment scores that represent the significance of GO term enrichment among differentially-expressed genes. KEGG pathway analyses were performed to explore significant pathways associated with the differentially-expressed genes (http://www.genome.jp/kegg/). The -log10 (*p*-value) denotes an enrichment score for the significance of pathway correlations.

### Annotation for circRNA-miRNA interaction

As described previously [40,41], circRNA-miRNA interactions were predicted with Arraystar's home-made miRNA target prediction software based on TargetScan (http://www.targetscan.org/) and miRanda (www.microrna.org/). The top five putative target miRNAs were identified. Then, we constructed a circRNA-miRNA regulatory network using the Cytoscape software V3.5.0 (San Diego, CA, USA).

### CircRNA-associated ceRNA network construction

The circRNA-associated ceRNA network was constructed and visually displayed using the Cytoscape software V3.5.0 (San Diego, CA, USA) based on microarray data analysis results, as previous described [42]. Different shapes and colors represent different RNA types and regulated relationships, respectively. Node size was inversely proportion to the *p*-value.

### Statistical analysis

All data were analysed using SPSS version 22.0 software (IBM Corp. Armonk, NY, USA) and presented as mean ± standard error of the mean (SEM). Student’s t-tests were used for comparisons between two groups, whereas one-way analysis of variance was performed for repeated measures. False discovery rates were calculated to correct *p-*values. Differences with *p* < 0.05 were considered to be statistically significant. Fold changes (FCs) and Student’s t-tests were used to determine the statistical significance of the microarray results. FC ≥ 2 and *p* < 0.05 were used as thresholds for designating differentially-expressed ncRNAs and mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

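The circRNA arrays of the study were analysed, 3 of AD hippocampus and 3 of sham hippocampus, each an Arraystar rat circRNA array read in 1 colour (Cy3) after treatment of the RNA with RNase R. The miRNA and mRNA arrays, the qRT-PCR and the predicted networks were not analysed here. The authors scanned the arrays and extracted them with Agilent Feature Extraction 11.0.1.1, as the file headers state, and the submitters' processing notes also name limma without its role. The deposited scanner values are intensities: a processed signal per spot from which the software had subtracted background, a median signal, a local background, and flags. The authors also deposited a table of processed log2 values for 12132 circRNA probes. The normalization behind it is not given in the sources used here. Every column of it has the same highest value, 16.4, the column medians are 6.18 to 6.21, and on each array its order equals that of the median signal minus the local background (Spearman rho 1). Quantile normalization of the log2 of that difference gave a correlation of at least 0.999 with each column but differed from single values by up to 0.344, so the scale was taken as log2 and the exact procedure stays unknown. The table holds all 11580 circRNA probes that were well above background on at least 3 arrays, and 552 others.

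The analysis used R 4.3.3 and limma 3.58.1. Of 15701 spots, 536 control spots were left out, and flagged spots of a probe were removed before its spots were averaged (1 to 3 circRNA spots per array). The log2 processed signal of each array was reduced by its 75th percentile over the probes that are not controls. A circRNA probe was tested if it was well above background on at least 3 of the 6 arrays, whatever their group. AD was compared with sham by limma's linear model and empirical Bayes test without a block, with Benjamini-Hochberg adjustment over the 11580 probes. Counts are given at an adjusted p under 0.05 and at the study's threshold of 2-fold and an unadjusted p under 0.05. A probe not well above background on any array of a group has only a bound there. The number of arrays limits the precision of every value. On simulated arrays of 3 against 3 with 200 changed probes among 11570, limma found on average 1% of 2-fold and 51.6% of 4-fold changes at an adjusted p under 0.05, with 2 false calls among 54.6. At the study's threshold it found 43.2% and 97.0%, with 197.2 false calls. These rates belong to the simulated arrays. On the real arrays 2684 probes had an unadjusted p under 0.05 and sham 1 lay apart from the other sham arrays, so the rates need not hold there.

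The groups, the comparison, the test, the alternatives and the rule for named circRNAs were fixed before the data were examined, but with the values of Table 1 seen. The rule named the circRNAs of the paper's text and tables, and the 10 largest increases and 10 largest decreases among probes past the study's threshold whose groups do not overlap. It allowed a name only where the files or a reference table pair the probe with it. Neither does. In each direction 2 probes are printed by identifier, and these may be circRNAs that the paper names. No value is given under such a name, since no probe is paired with it. For the same reason the 14 lists of host genes fixed beforehand, the test of host genes with several circRNAs and the counts by species prefix and type were not run. The 62 probes of linear transcripts that the arrays also carry were examined after the files were seen. Their accessions were matched without version to the RefSeq gene table of the GRCr8 assembly, which named 39 of them, and 28 were tested by limma as a family of their own. The further 20 custom probes carry no accession and were not used.

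The 19 alternatives set beforehand were normexp background correction, quantile normalization, median scaling, no scaling, the deposited log2 table in the same test, no filter, a filter on all 6 arrays, a variance trend, array weights, the methods' t-test on the same and on quantile normalized values, the replicate number as a block, the slide as a block, and each array left out. Normexp was planned on the mean signal and was run on the median signal, with an offset of 50, because the median is the spot signal the files give. The methods' t-test on the deposited log2 table was added after the values were seen.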

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

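The tests on the linear transcripts, on groups of signal, on slide rows and on the label of sham 1 were chosen only after the result was seen. The arrays carry 62 probes of linear transcripts that the paper does not report on, and 21 of them were well above background on all 6 arrays. Of 28 tested, 5 were past an adjusted p under 0.05 from limma, all higher in AD, and 8 had an unadjusted p under 0.05. Sdha, a subunit of succinate dehydrogenase, had a log2 fold change of 2.14 (standard error 0.40, adjusted p = 0.00618), with a level of 1.75 ± 0.20 (SD) on 3 AD arrays and -0.39 ± 0.83 (SD) on 3 sham arrays. Ptk2b, a calcium-sensitive tyrosine kinase, had one of 2.36 (standard error 0.52, adjusted p = 0.00797). Its level was 0.18 on sham 1, -2.09 on sham 2 and -1.38 on sham 3, against 0.97 to 1.62 in AD, and without AD 1 its adjusted p was 0.0640. Rpl13a, a ribosomal protein transcript, was not well above background on any sham array and was at least 1.34-fold higher in AD on the scaled processed signal. Its adjusted p of 0.00618 from limma belongs to the fitted log2 difference of 1.52 and not to this bound. With normexp the log2 fold change of Rpl13a was 0.25 (adjusted p = 0.459), which did not pass the test. That of Sdha was 1.54 (adjusted p = 0.0221), and that of Ptk2b was also smaller than on the processed signal (adjusted p = 0.0344). The normexp offset of 50 makes the fold of a dim probe smaller by construction, so normexp cannot decide whether Rpl13a differed. Over the alternatives the adjusted p reached at most 0.103 for Sdha, 0.112 for Ptk2b and 0.459 for Rpl13a.

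Less complete removal of linear RNA in the AD samples would move nearly all linear transcripts the same way. Of the 28 tested, 71.4% were on the higher side, with a median log2 fold change of 0.29, which neither reaches the share set for this explanation nor includes a transcript that passed the test on the lower side. Without sham 1, 6 passed on the higher side and 1, whose accession was not matched to a name, on the lower side (adjusted p = 0.0689 with sham 1 and 1.00e-04 without it), which goes against a shift of all linear transcripts one way but rests on 1 transcript. The only other setting with calls on the lower side, array weights (18 higher, 5 lower), did not converge. Hsp90ab1 and Dlg4 had the highest signals of the linear transcripts and did not pass the test. Sdha and Ptk2b, also among the brighter ones, did pass, so the level of signal does not decide the question. Hsp90ab1 had a log2 fold change of 0.13 and Dlg4 of 0.22, and both turned negative after quantile normalization (-0.39 and -0.11). Uneven digestion therefore stays open, as does a difference between AD and sham tissue. The real grouping gave 5 linear transcripts and the highest of the other splits 0. With 10 splits, of which 1 was as large, a share under 0.05 is out of reach.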

How the results depend on the processing

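With 3 arrays a side and sham 1 apart from the other sham arrays, the number of circRNAs past an adjusted p under 0.05 depended on the setting more than the number past the study's threshold did. The 253 calls (207 higher, 46 lower) became 488 with the deposited log2 table (180 lower), 80 without a filter (63 higher, 17 lower), 2 by the methods' t-test (0 higher, 2 lower) and 3 by it on quantile normalized values (1 higher, 2 lower). There were 322 higher with normexp and 130 with quantile normalization, 6 lower without scaling and 84 lower with a variance trend. With the slide as a block none passed in either direction (0), where 1613 had an unadjusted p under 0.05. With the replicate number as a block there were 0 calls, 0 higher and 0 lower, and 3199 at an unadjusted p under 0.05. The same-numbered arrays deviated together with correlations of 0.173, 0.189 and 0.0288, so the numbers were not taken as pairs. Leaving out 1 array gave 0 to 1950 calls (0 to 1272 higher, 0 to 678 lower), the most without sham 1. Array weights gave 9645 calls (4787 higher, 4858 lower), but their estimation did not converge and gave AD 3 a weight of 99.2 and sham 3 one of 10.5, with residual SDs of 0.00092 and 0.012, so this value says nothing about stability. Of the 253 calls, 252 were also called with median scaling, 213 with the deposited table, 168 with quantile normalization and 146 with normexp. Without a filter 61 of them were called, without AD 2 11 and without AD 1 3. The t-test on quantile normalized values called 1 of them and the methods' t-test 0, so its 2 calls lay outside the 253.

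At the study's threshold, the 1360 circRNAs became 560 with normexp (498 higher, 62 lower) and 779 with the deposited table (588 higher, 191 lower). The 335 lower were 503 with quantile normalization, 213 by the methods' t-test and 565 with array weights, and the 1025 higher were 625 by the methods' t-test on quantile normalized values. Leaving out 1 array gave 227 to 688 lower. The methods' t-test on the deposited table, chosen after the data were seen, gave 555 (444 higher, 111 lower) and 1 at an adjusted p under 0.05 (0 higher, 1 lower). Higher calls outnumbered lower ones in all of these settings at this threshold. The excess of distance between groups, 0.0492, was 0.0469 with normexp, 0.0479 with quantile normalization, 0.0439 with the deposited table, 0.0337 without a filter, 0.0492 with the filter on all 6 arrays, and 0.0349 to 0.0863 with 1 array left out, the most without sham 1. The scaling by a constant, the test and the blocks cannot change it. The 20 circRNA probes of the fixed rule that the files give no name kept their direction under each setting that tested them. They were picked with groups that do not overlap, so only a change of the signal or its scaling could have turned it. All of the 10 past the adjusted p lost it under either block, the t-tests, and without AD 3, sham 2 or sham 3. Of these 10, 3 lost it with normexp, 3 without a filter, 2 with quantile normalization and 1 without scaling. It was lost by 8 without AD 1 and by 6 without AD 2. The replicate block and the methods' t-test on the same values leave the fold as it was, so there only the p moved. With the slide as a block the log2 fold change was 5.64 against 5.45 at ASCRPR011305, but 3.07 against 3.93 at ASCRPR002854. Among linear transcripts, a result added after the data were seen, 5 calls became 2 with normexp, 3 with the filter on all 6 arrays, 23 with array weights, 3 by the methods' t-test and 0 by it on quantile normalized values. Hsp90ab1, not called, turned to -0.39 with quantile normalization (-0.39 by the t-test on it), -0.037 without scaling, -0.098 with array weights, and lay between -0.31 and 0.52 with 1 array left out (-0.27 without AD 1, -0.31 without sham 1), and Dlg4 to -0.11 with quantile normalization (-0.11 by the t-test on it). Normexp added an offset of 50, which makes the folds of dim probes smaller. Beyond that, and the smaller number of arrays or larger number of tests where a setting has them, the cause was not tested. Between 76.8% and 85.0% of circRNA probes were well above background on an array, and signals below that limit bound a fold from one side. The host gene lists, host genes with several circRNAs, and species prefix and type gave no value under any setting. No value was given under a circRNA name from the paper.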

Differences from the paper's values

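At the study's threshold of 2-fold and an unadjusted p under 0.05, 1360 circRNAs passed with limma on scaled processed signals, and the paper's value is 555. Of the alternatives set before the data were examined, normexp (560) and limma on the deposited log2 table (779) lie within 1.5 times the paper's value. The offset of 50 in normexp makes the folds of dim probes smaller, so fewer of them can reach 2-fold. Quantile normalization (1399), median scaling (1370), no scaling (1299), no filter (1636), the filter on all 6 arrays (1012), a variance trend (1356), array weights (1874), the methods' t-test (930), the t-test on quantile normalized values (932), the replicate block (1375), the slide block (1102) and each array left out (1082 to 2035) do not. For circRNAs higher in AD the value here is 1025 and the paper's is 444. Normexp (498), limma on the deposited table (588) and the t-test on quantile normalized values (625) lie within 1.5 times of it, and the other alternatives, at 717 to 1347, do not. For circRNAs lower in AD the value here is 335 and the paper's is 111. None of the alternatives set beforehand lies within 1.5 times of it, the nearest being normexp (62) and limma on the deposited table (191).

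The methods' t-test on the deposited log2 table, a setting chosen after seeing the values, gave 555, of which 444 were higher and 111 lower, the paper's 3 values. Each of the 40 pairs of fold change and p in the paper's Table 1 was met by exactly 1 probe of that table under this test, within a relative tolerance of 1e-05 in the fold and an absolute one of 1e-06 in p, and 0 of the 40 pairs was met when each fold was set with the p of the next line. It therefore drops 0 of the circRNAs listed there. The pairing of probe and name is not stated in the files, so no probe is named from it. By this test the adjusted p was 0.0944 at ASCRPR013275, 0.108 at ASCRPR011305 and 0.112 at ASCRPR010963. The leading lines of each direction in Table 1 have these false discovery rates after rounding. These probes may thus be circRNAs that the paper lists, and not further ones. Of the 555, 529 were also among the 1360.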

Other observations

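The tests on groups of signal, slide rows, the label of sham 1 and linear transcripts were chosen only after the result was seen. More circRNAs were higher than lower in AD, by a ratio of 3.06 at the study's threshold. If the separate slide of sham 3 were the cause, the ratio would fall toward 1 without that array, and it was 3.85. If dim spots near background were the cause, the excess would be missing from the brightest of 4 equal groups of probes, where the ratio was 4.09. The ratio in the other groups was 1.87 to 3.15. The file headers place the AD arrays in one row of the slide and the sham arrays in another, as far as that field can be read, with 0 AD arrays in a row that holds a sham array, so the place on the slide and the treatment cannot be told apart, and a difference between AD and sham tissue stays open beside it.

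Sham 1 lay between the AD arrays and the other sham arrays. On 2034 probes that differed between AD and sham without it, sham 1 stood at 0.629 of the way from the other sham arrays to the AD arrays. AD 1, AD 2 and AD 3, each held out in turn, stood at 1.00, 0.793 and 0.963, and sham 2 and sham 3 at -0.43 and -0.06. For each of these arrays sham 1 was part of the sham side. The probes also differed, with 1125, 1676 and 1215 for the AD arrays. The positions are therefore not on the same scale, and a comparison between them is only rough. The gap of 0.164 between sham 1 and the nearest AD array is smaller than the range of 0.207 among the AD arrays, so a wrong label of sham 1 was not excluded. This criterion was changed after the result was seen: by the first one, that sham 1 lie farther from the AD side than every held-out AD array, a wrong label would have been excluded. In the paper's Tables 2 and 3 the sham 1 values of miR-133a-5p, miR-124-3p and Bglap lie with those of the other sham samples. These were listed for their difference between the groups, come from other arrays, and do not settle the label of this one. A spread between sham samples is the other open explanation, and 3 sham arrays do not separate the 2.

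For the counts that compare the groups, the 6 arrays make 10 splits into 3 and 3, so no share under 0.05 can be had. The real grouping gave 253 circRNAs past an adjusted p under 0.05 and the highest other split 0. At the study's threshold it gave 1360 against 664. It gave 1025 higher in AD, where the larger direction of another split reached 332, and 335 lower, where the smaller direction of another split reached 332. In each of these the real grouping was the 1 split with so large a count. For the lower circRNAs, at 335 against 332, this hardly sets it apart. The split with 664 exchanges AD 2 and sham 1.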
